A study of Rattus norvegicus with 19 samples. Its data were reported in "Enhancer RNAs predict enhancer–gene regulatory links and are critical for enhancer function in neuronal systems" (2020).

How the data were processed

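RNA was measured by strand-specific total RNA-seq, after removal of ribosomal RNA, in primary neuron cultures from embryonic rat brain. Cultures were made from cortex, hippocampus or striatum at embryonic day 18, kept for 11 days in vitro, and treated for 1 h with vehicle or with potassium chloride (KCl), which depolarizes neurons. The 19 libraries form 6 groups, taken from the sample titles: 3 libraries per group, except for 4 in the striatum vehicle group. The titles skip some striatum numbers, and no library with those numbers was analysed here. The labels disagree on 2 points. Cortex vehicle replicate 3 is cortical by its title and striatal by its tissue label. It was grouped by its title, and its profile was compared with those of all 3 regions. The KCl concentration is 25 mM in the sample labels and 10 mM in the series text. The study's methods give the concentration of the series text, and the values cannot settle it. The study's methods also count the striatum libraries of each treatment differently from the titles, and the titles were used.

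The units measured are transcriptionally active putative enhancers (TAPEs): stretches of open chromatin outside genes with RNA-seq reads on both strands. The authors trimmed reads with TrimGalore, aligned them with STAR to the Rn6 rat assembly with Ensembl annotation, defined TAPEs from pooled ATAC-seq and RNA-seq libraries, and counted reads over each TAPE in SeqMonk on both strands with duplicates kept. The deposited TAPE values are reads divided by TAPE length in kilobases and by the library's total reads (RPKM, which the study calls CPKM), and they are not log transformed. The deposited correlations are a score between -1 and 1, the Pearson r of TAPE CPKM with gene CPKM, which the authors computed over all 19 libraries (global) and over the libraries of each region, for each gene with a start site up to 1 Mb from the TAPE centre. All coordinates are Rn6 positions from the deposited table. The reference gene list at hand is of another assembly, so none of its coordinates were used.

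Multiplying CPKM by TAPE length and library size gave whole reads for 100.0% of values in each library, which fixed each library's total reads and the reads behind each value. The 2 mates of a fragment were mostly counted as 2 reads, so a value of 2 reads is often a single fragment. Library totals ran from 46.4 to 72.5 M reads, and 47431 to 83272 of them lay in TAPEs. These recovered totals are higher than the reads per sample that the study's methods give. The difference was not resolved. The median TAPE held 14 reads summed over the 19 libraries, so most TAPEs are too shallow to test. Reads from PCR without molecular identifiers are not independent molecules.

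TAPE tests used log2(CPKM + 0.05) for the 1870 of 27538 TAPEs with a mean CPKM of at least 0.05 over all libraries, with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, two-sided, and Benjamini-Hochberg adjustment. Fold changes are on this log2 scale, which understates the change of low TAPEs. KCl was compared with vehicle within each region, using only that region's libraries. The difference of the KCl effect between regions was an F-test of the interaction over all 19 libraries. Region dependence was an F-test over the 3 regions with both treatments pooled. A TAPE was called selective for a region if it passed that F-test and was higher there than in each of the others with both unadjusted pairwise limma p-values under 0.05, which stands in for the clustering used in the study. The authors used DESeq2 on counts. A count test was not used here because the deposited values are normalized, and limma voom on the recovered reads was run as an alternative.

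Correlations of pairs were summarised in distance bins of 100 kb. The difference between the nearest and the farthest bin was tested by shuffling distances within each TAPE. The share of TAPEs whose best-correlated gene is the nearest was tested against best genes drawn at random from each TAPE's genes. Such draws are equivalent to shuffling r among the genes of each TAPE. Both tests used 10000 permutations and were two-sided. Gene values per library were not used directly: each gene's standardised profile over the 19 libraries was solved from its deposited correlations with known TAPE profiles. This worked for 16576 of 17715 gene symbols (93.6%), and returned every deposited correlation of those genes to within 1.2e-14. The other genes had too few TAPEs (1071) or several positions (68). Such a profile has no scale, so it gives the order and the direction of a gene's change but no fold change. The planned limma test of genes in each region was therefore replaced, after the data were examined, by an exact permutation test of KCl against vehicle stratified by region, with 14000 arrangements and a smallest possible p of 7.1e-05. Genes on other chromosomes, drawn 100 times, gave the level of correlation without proximity. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0 was used for these steps, and matplotlib 3.10.9 for figures.

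The tests, the filter, the alternatives and the rule for naming TAPEs were chosen before the data were examined, except where an alternative or a test is said to have been added. Named TAPEs are of 3 kinds. For each of 8 genes that the study uses as examples (Fos, Fosb, Nr4a1, Klf4, Sik1, Kcnf1, Prox1 and Mn1), up to 3 TAPEs with the highest deposited global correlation above 0.5 were taken. In each region, up to 5 TAPEs were taken with the smallest adjusted p under 0.05 and with KCl and vehicle values that did not overlap. For each region, the 3 selective TAPEs with the largest log2 difference from the next highest region were taken. One of the selective TAPEs under this rule is not reported here. The rule also covered 5 genes per region, which were not named because genes were not tested by region. Alternatives were other pseudocounts (0.01 and 0.5), no filter or a filter of 0.1 CPKM, median centring, quantile normalization, limma voom, eBayes without trend, 1 fit for all groups, an adjusted p threshold of 0.1, replicate number as a block, leaving out each library, other correlation thresholds and other distance measures.

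The tests were tested on simulated data drawn from the real TAPEs' means and library sizes, with reads in pairs and added noise between libraries. With 100 of 1870 TAPEs changed 4-fold and 100 changed 2-fold, the KCl test found 89 and 11 in cortex, 59 and 5 in hippocampus, and 94 and 15 in striatum, with 3, 0 and 7 unchanged TAPEs called. The region test found 100 and 58 with 8 unchanged TAPEs called, and the interaction test found 59 and 7 with 2. With this depth and number of libraries a 2-fold KCl response of a single TAPE is therefore mostly missed. The gene test found 200 of 200 genes changed 3-fold, with 11 of the unchanged genes called among 2000 simulated genes. The distance test gave a p under 0.05 in 0 of 20 simulated sets with no relation, and found 0.081 for a shift of 0.1. Those sets drew r independently for each pair of 1000 TAPEs. Pairs in the data share genes, so the sets do not show that the distance test is calibrated for them.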

Results

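Total RNA-seq libraries of cultured rat neurons were quantified at 27538 TAPEs on 22 chromosomes, each paired with the genes whose start sites lie within 1 Mb, for 388605 TAPE-gene pairs and 17715 gene symbols. RNA from such elements, enhancer RNA (eRNA), was the measurement of interest. TAPEs had a median length of 1807 bp (1147 to 27956 bp). Cortex vehicle, cortex KCl, hippocampus vehicle, hippocampus KCl and striatum KCl cultures gave 3 libraries each, and striatum vehicle cultures gave 4. Depth here is the recovered library total, which is higher than the reads per sample in the study's methods. Mean depth was 67.4 ± 5.1 M reads in cortex vehicle (SD, n = 3), 58.1 ± 11.1 in cortex KCl (n = 3), 56.6 ± 1.4 in hippocampus vehicle (n = 3), 58.0 ± 1.8 in hippocampus KCl (n = 3), 55.6 ± 4.0 in striatum vehicle (n = 4) and 53.1 ± 1.0 in striatum KCl (n = 3). TAPEs are intergenic by the authors' definition, and none of those named here overlaps a gene of the deposited table. A mean CPKM of at least 0.05 was reached by 1870 TAPEs (6.8%), with a median of 11.3 reads per library, and 867 reached 0.1.

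Libraries were compared first to check the labels. No pair held identical values. The correlation of log2 values ran from 0.71 to 0.79 within groups, from 0.68 to 0.75 between treatments of a region, and from 0.29 to 0.65 between regions. Read counts within groups had a chi-square per degree of freedom of 2.15 to 2.64, where Poisson noise alone gives 1, or 2 if both mates of each fragment are counted. Over 890 region-dependent TAPEs selected without it, cortex vehicle replicate 3, whose tissue label says striatum, correlated at 0.875 with the mean of the other cortex libraries, 0.639 with hippocampus and 0.384 with striatum. Each of the 19 libraries was closest to the region of its title.

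The share of library reads that fell in TAPEs was compared between treatments, a comparison added after the data were examined. It was 0.1128 ± 0.0105% in cortex vehicle and 0.1037 ± 0.0014% in cortex KCl cultures (SD, n = 3 each; two-sided exact permutation p = 0.3). It was 0.1095 ± 0.006% and 0.0976 ± 0.0052% in hippocampus (n = 3 each; exact p = 0.2). Neither design can give a p under 0.1. In striatum it was 0.1129 ± 0.0023% with vehicle (n = 4) and 0.0995 ± 0.0018% with KCl (n = 3), with an exact p of 0.029, the smallest that design can give. Over the 3 regions the mean log2 ratio of KCl to vehicle was -0.16, with an exact p of 0.0005 from permutations within regions.

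**Figure D1:**
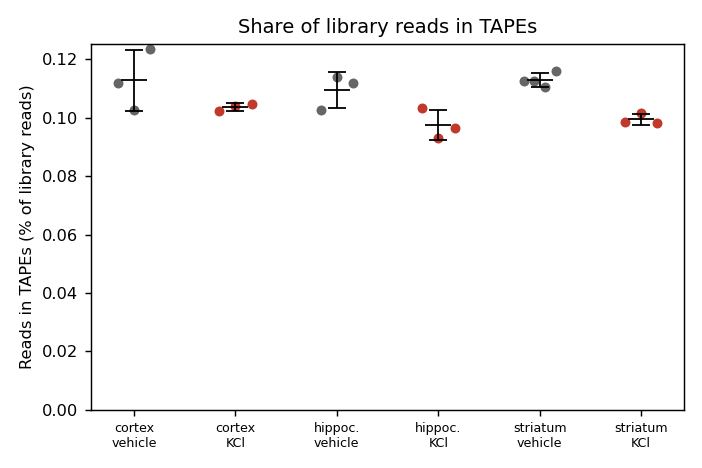
Reads in TAPEs as a percent of library reads (y axis) for each of the 6 groups (x axis). Points are libraries, and bars are the mean and SD. The striatum KCl libraries (0.0983 to 0.1016%) lie under all striatum vehicle libraries (0.1104 to 0.1161%), while in cortex and in hippocampus the treatments overlap.

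To ask which TAPEs respond to depolarization, KCl was compared with vehicle in each region. In cortex, 6 of 1870 TAPEs passed an adjusted p of 0.05 in limma, all higher after KCl, and 195 had an unadjusted p under 0.05 (73 higher, 122 lower). In hippocampus 1 TAPE passed, which was higher, and 249 had an unadjusted p under 0.05 (58 higher, 191 lower). In striatum 23 passed, 15 higher and 8 lower, and 282 had an unadjusted p under 0.05 (62 higher, 220 lower). The median log2 change over all tested TAPEs was -0.09 in cortex, -0.16 in hippocampus and -0.17 in striatum, and centring each library on its median log2 value raised changes by 0.07, 0.17 and 0.14, so changes in the latter 2 regions are also given after centring. Centring gave 10 TAPEs in cortex, 4 in hippocampus and 23 in striatum, with a striatum split of 19 higher and 4 lower. With no filter on low TAPEs 0 TAPEs passed in cortex (925 at an unadjusted p under 0.05) and 2 in striatum. Of those 2, 0 were among the 23 above. A single fit of all 6 groups gave 12 in cortex, and hippocampus counts ranged from 0 to 19 over the alternatives. The striatum count rested on its libraries: without striatum KCl replicate 7 no TAPE passed (237 at an unadjusted p under 0.05), and without any other single library 3 to 8 did. In hippocampus no TAPE passed in any of the 6 fits that left out a library (188 to 235 at an unadjusted p under 0.05).

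The TAPE with the smallest adjusted p in cortex and in hippocampus lay on chromosome 4 (77413446 to 77416130), with 1814 reads in all. In cortex it rose from 0.332 ± 0.0359 CPKM with vehicle to 1.73 ± 0.181 CPKM with KCl (SD, n = 3 each), a log2 change of 2.22 (SE 0.19, limma adjusted p = 2.86e-06). In hippocampus it rose from 0.145 ± 0.0231 to 0.715 ± 0.187 CPKM (n = 3 each), a log2 change of 1.95 (SE 0.22, limma adjusted p = 0.0243), or 2.12 after centring. That hippocampus call was lost in each of the 6 fits without a library, where the limma adjusted p ran from 0.051 to 0.36. In striatum it was 0.424 ± 0.129 CPKM (n = 4) and 0.37 ± 0.0572 CPKM (n = 3), a log2 change of -0.14 (SE 0.22, limma adjusted p = 0.793) that became 0.0 after centring. In the authors' deposited table, the best-correlated of the 22 genes paired with this TAPE was Repin1 (global r 0.427, 818544 bp away), and the nearest was Ezh2 (global r 0.296, 67777 bp away). Within cortex and within hippocampus libraries the authors' deposited table gives Repin1 an r of -0.14 and -0.326.

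Other cortex TAPEs named by the rule were on chromosomes 12, 4, 6 and 18. None overlapped between treatments in cortex, which the rule requires. The chromosome 12 TAPE (50950307 to 50953159) rose from 0.0892 ± 0.0509 to 0.706 ± 0.0495 CPKM (n = 3 each), a log2 change of 2.51 (SE 0.28, limma adjusted p = 9.08e-05). A second chromosome 4 TAPE (168632041 to 168634201) rose from 0.151 ± 0.0401 to 0.594 ± 0.0995 CPKM (n = 3 each; log2 change 1.69, SE 0.25, limma adjusted p = 0.00194). These calls and that of the first TAPE held without each cortex library. The chromosome 6 TAPE (109311940 to 109315695) rose from 0.0567 ± 0.0127 to 0.299 ± 0.0455 CPKM (n = 3 each; log2 change 1.71, SE 0.28, limma adjusted p = 0.00676), and lost its call without cortex vehicle replicate 2, cortex KCl replicate 1 or cortex KCl replicate 2 (limma adjusted p up to 0.087). The chromosome 18 TAPE (14755646 to 14759686) rose from 0.136 ± 0.0472 to 0.439 ± 0.0471 CPKM (n = 3 each; log2 change 1.43, SE 0.26, limma adjusted p = 0.0191), and lost its call in 4 of the 6 fits, those without cortex vehicle replicate 2 or any of the KCl replicates (limma adjusted p up to 0.13).

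In striatum 5 TAPEs were named, again without overlap between treatments, which the rule requires. A TAPE on chromosome 6 (109261263 to 109264039) rose from 0.177 ± 0.0305 CPKM (n = 4) to 0.628 ± 0.0601 CPKM (n = 3), a log2 change of 1.58 (SE 0.19, limma adjusted p = 0.00182) or 1.72 after centring. A TAPE on chromosome 7 (142890056 to 142891915) rose from 0.0723 ± 0.00961 (n = 4) to 0.44 ± 0.143 CPKM (n = 3; log2 change 1.97, SE 0.25, limma adjusted p = 0.00192; 2.11 after centring). The chromosome 12 TAPE above rose from 0.224 ± 0.0546 (n = 4) to 0.745 ± 0.138 CPKM (n = 3; log2 change 1.54, SE 0.21, limma adjusted p = 0.00256; 1.68 after centring). A TAPE on chromosome 20 (10622072 to 10624253) rose from 0.296 ± 0.0273 (n = 4) to 0.714 ± 0.122 CPKM (n = 3; log2 change 1.13, SE 0.17, limma adjusted p = 0.00776; 1.28 after centring). The chromosome 6 TAPE starting at 109311940 rose from 0.0868 ± 0.0324 (n = 4) to 0.357 ± 0.0535 CPKM (n = 3; log2 change 1.6, SE 0.26, limma adjusted p = 0.0106; 1.74 after centring). Without striatum KCl replicate 7 each of these 5 calls was lost, although their log2 changes without any 1 library stayed between 1.01 and 2.15. The chromosome 20 call was also lost without striatum vehicle replicate 4 or KCl replicate 1, and the call of the TAPE starting at 109311940 without striatum vehicle replicate 4 or KCl replicate 5.

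**Figure D2:**
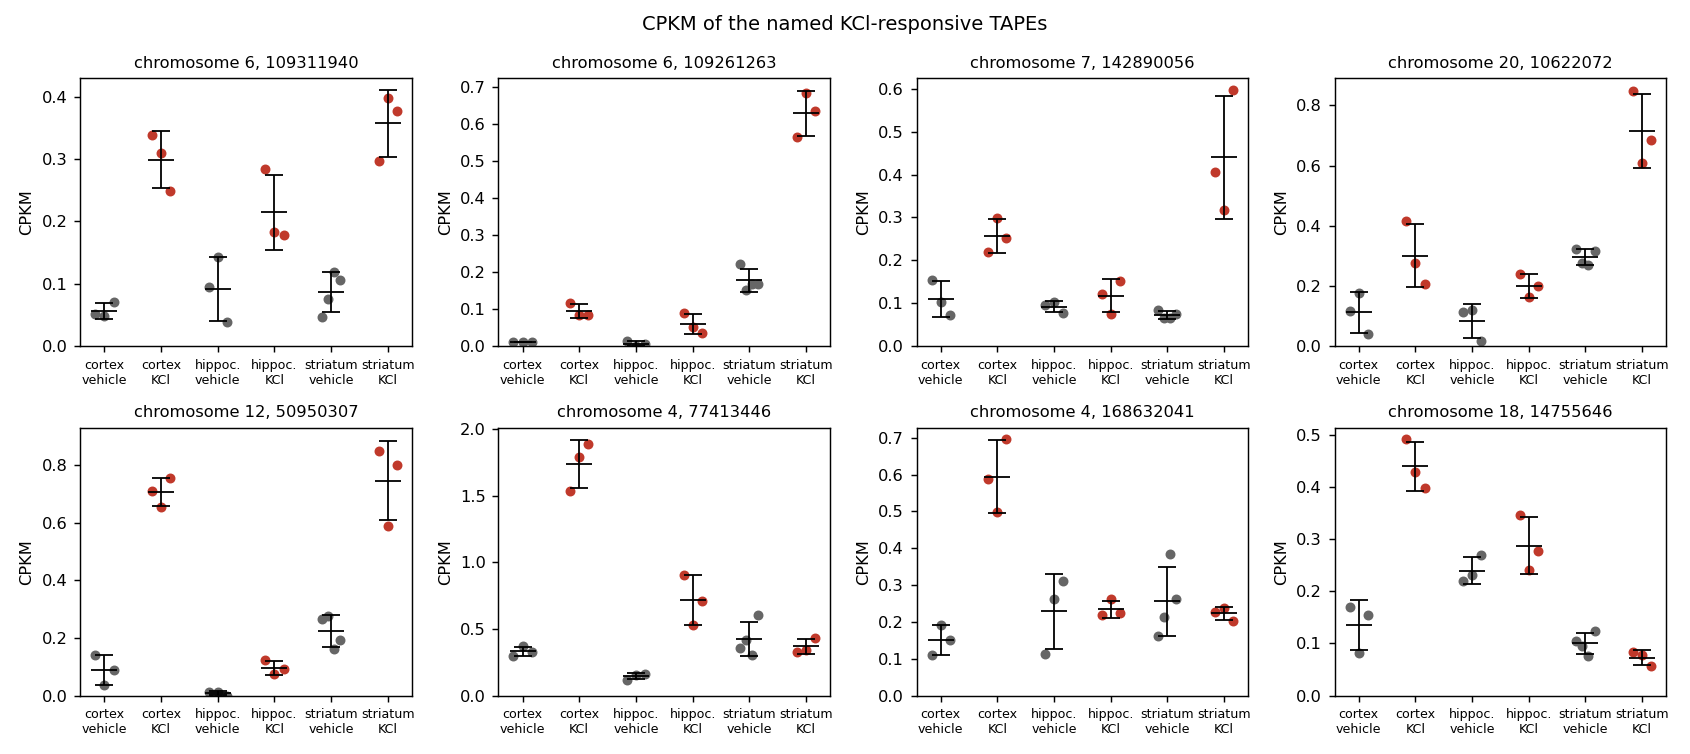
CPKM (y axis) of the 8 TAPEs named for a KCl response, by group (x axis, hippoc. for hippocampus). Points are libraries, and bars are the mean and SD. The chromosome 4 TAPE starting at 77413446 reaches 1.53 to 1.88 CPKM in cortex KCl libraries and 0.331 to 0.435 CPKM in striatum KCl libraries.

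In the authors' deposited table, the chromosome 6 TAPE starting at 109311940 had its highest correlation with Fos (global r 0.948, 13385 bp away), the chromosome 7 TAPE with Nr4a1 (0.882, 14772 bp), and the chromosome 12 TAPE with Mn1 (0.86, 298497 bp). The authors' deposited table gives the chromosome 20 TAPE a higher correlation with Rrp1 (0.898, 358836 bp) than with Sik1 (0.844, 57121 bp), and the chromosome 6 TAPE starting at 109261263 a higher one with Dlst (0.79, 325987 bp) than with Fos (0.703, 37782 bp). Within single regions these orders differ in the authors' deposited table, except for Rrp1 and Sik1 in hippocampus: in cortex, hippocampus and striatum, r was 0.978, 0.863 and 0.98 with Fos against -0.627, 0.687 and 0.802 with Dlst, and 0.834, 0.855 and 0.951 with Sik1 against 0.323, 0.897 and 0.933 with Rrp1. In the authors' deposited table, Dusp16 was the best gene of the second chromosome 4 TAPE (0.803, 115944 bp) and B4galt6 that of the chromosome 18 TAPE (0.658, 705247 bp). Within cortex, where these TAPEs were called, the authors' deposited table gives an r of 0.905 with Dusp16 and -0.153 with B4galt6.

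Responses were then compared between regions. A response in at least 1 region was called at 27 TAPEs, of which 24 passed in exactly 1 region, 3 in 2 regions and 0 in all 3. Passing in 1 region does not show a difference: 19 of the 27 changed in the same direction in all regions. Across tested TAPEs, which are not independent replicates, the KCl changes of cortex and hippocampus correlated at 0.24, those of cortex and striatum at 0.28, and those of hippocampus and striatum at 0.24. The interaction test, which asks for a difference directly, called 1 of 1870 TAPEs, the chromosome 4 TAPE starting at 77413446 (limma adjusted p = 1.35e-05), and 154 had an unadjusted p under 0.05.

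To ask which TAPEs differ between brain regions, vehicle and KCl libraries of a region were pooled. Of 1870 TAPEs, 912 (48.8%) were region-dependent. The alternative that moved this count most was no filter on low TAPEs, with 2026 of 27538. Between cortex and hippocampus 278 TAPEs differed (168 higher in cortex, 110 higher in hippocampus), between cortex and striatum 622 (311 higher in each), and between hippocampus and striatum 804 (316 and 488). Selective expression was called at 545 TAPEs: 106 for cortex, 126 for hippocampus and 313 for striatum. With treatment as a covariate, 967 TAPEs were region-dependent.

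For cortex, a pair on chromosome 13 (87356658 to 87358101 and 87375138 to 87376601) had 0.188 ± 0.0598 and 0.164 ± 0.0989 CPKM in cortex (SD, n = 6), and no more than 0.00986 CPKM on average in another region. For hippocampus, the TAPE on chromosome 15 (14884619 to 14887883) had 1.44 ± 0.144 CPKM in hippocampus (n = 6), 0.223 ± 0.0873 in cortex (n = 6) and 0.126 ± 0.0349 in striatum (n = 7; limma adjusted p = 1.08e-13). The TAPE on chromosome 13 (108376448 to 108377915) had 0.327 ± 0.0442 CPKM in hippocampus (n = 6), 0.0365 ± 0.0433 in cortex (n = 6) and 0.0144 ± 0.0135 in striatum (n = 7; limma adjusted p = 9.92e-10). The TAPE on chromosome 7 (33658152 to 33660292) had 0.166 ± 0.0473 CPKM in hippocampus (n = 6) against 0.00459 ± 0.00711 in cortex (n = 6) and 0.00461 ± 0.00787 in striatum (n = 7; limma adjusted p = 3.51e-10). For striatum, the TAPE on chromosome 4 (4943207 to 4944903) had 0.661 ± 0.0589 CPKM in striatum (n = 7), 0.0126 ± 0.0186 in cortex (n = 6) and 0.00509 ± 0.00558 in hippocampus (n = 6; limma adjusted p = 1.22e-16). The TAPE on chromosome 8 (62274612 to 62275990) had 1.18 ± 0.336 CPKM in striatum (n = 7), 0.122 ± 0.0373 in cortex and 0.12 ± 0.0548 in hippocampus (n = 6 each; limma adjusted p = 3.96e-13). In striatum this TAPE was also called lower after KCl, at 1.43 ± 0.106 CPKM with vehicle (n = 4) and 0.844 ± 0.155 with KCl (n = 3). The log2 change was -0.74 (SE 0.15, limma adjusted p = 0.0305), or -0.6 after centring, where it was not called (limma adjusted p = 0.0615). The TAPE on chromosome 16 (82547803 to 82549490) had 0.3 ± 0.0599 CPKM in striatum (n = 7) against 0.0061 ± 0.00946 in cortex and 0.0086 ± 0.0101 in hippocampus (n = 6 each; limma adjusted p = 6.74e-13). No fold is given here, because most of the low groups hold a few reads or none.

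In the authors' deposited table, the chromosome 13 hippocampus TAPE correlated most with Prox1 (global r 0.975, 5217 bp away), the chromosome 8 TAPE with Rpp25 (0.946, 8035 bp) and the chromosome 16 TAPE with Ankrd10 (0.949, 657357 bp). In the authors' deposited table, the best gene of the chromosome 15 TAPE, out of 3 genes, was Sntn at a global r of 0.438. Within the region of selective expression, r in the authors' deposited table was -0.236 with Prox1, 0.495 with Rpp25, 0.206 with Ankrd10 and 0.227 with Sntn.

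**Figure D3:**
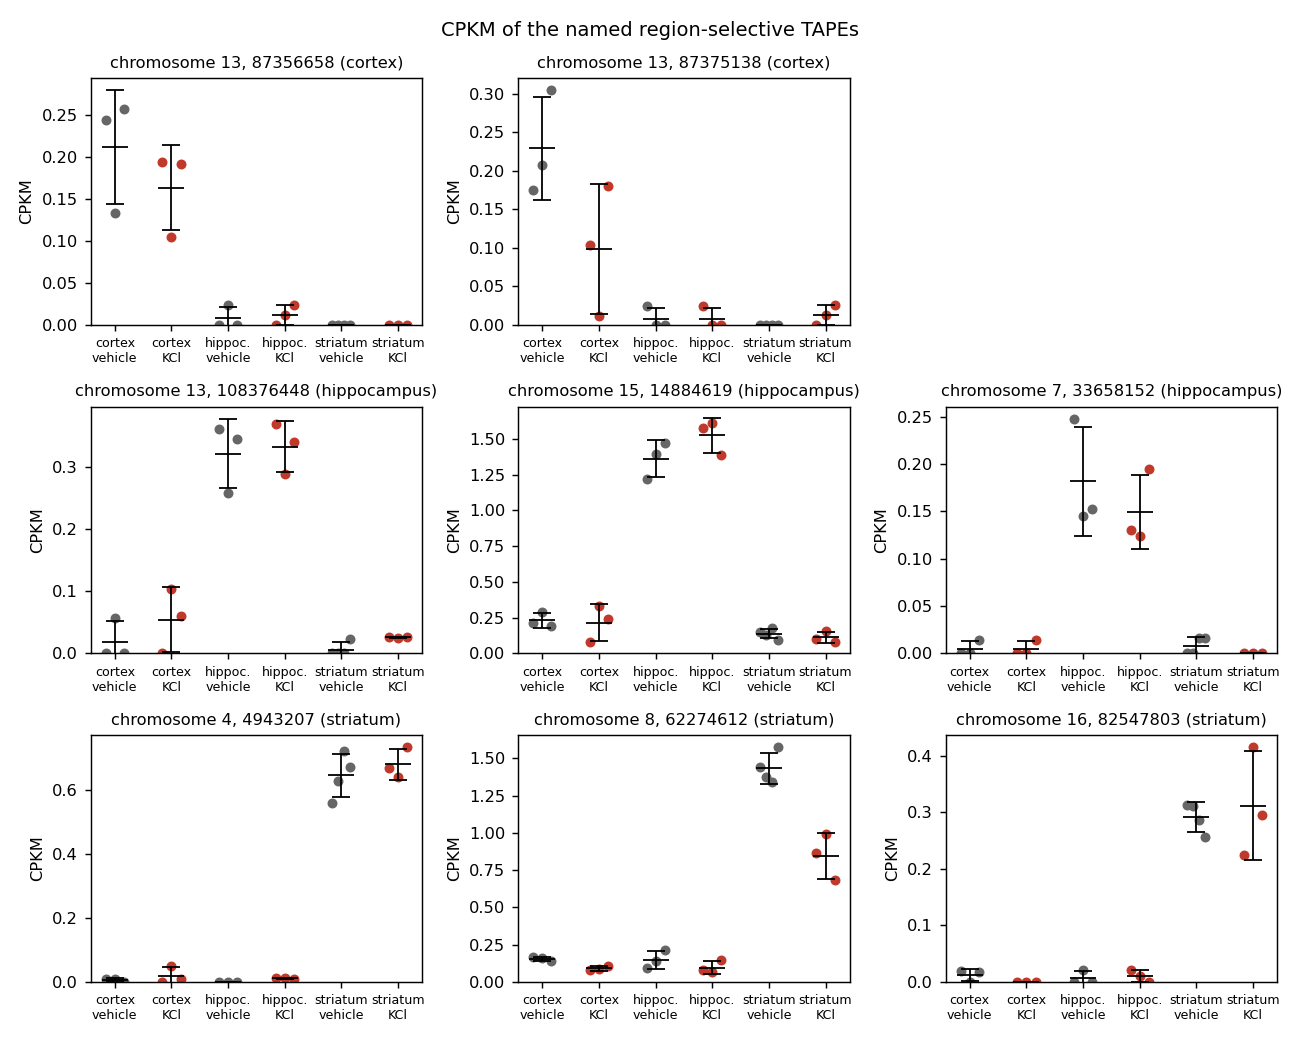
CPKM (y axis) of 8 TAPEs named for region-selective expression, by group (x axis, hippoc. for hippocampus). Points are libraries, and bars are the mean and SD. The hippocampus TAPE on chromosome 15 averages 1.36 CPKM with vehicle and 1.53 CPKM with KCl in hippocampus, against 0.231 and 0.215 CPKM in cortex.

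The 8 genes that the study uses as examples have 23 TAPEs under the naming rule, of which 14 could be tested. KCl calls adjusted over the list alone were 9 in cortex, 3 in hippocampus and 10 in striatum, against 2, 0 and 5 when adjusted over all tested TAPEs, and in hippocampus 12 of the 14 were higher after KCl. In cortex and in striatum 13 of the 14 were higher. Region dependence was called at 9 of them either way. The study shows these genes as examples from these samples, and the TAPEs were chosen by their correlation with the genes over the same libraries. The calls adjusted over the list alone are therefore not independent evidence. At the TAPE on chromosome 12 starting at 50933824, the direction of the hippocampus change (0.03 after centring) and of the striatum change (0.12) flipped with the scaling.

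To ask which genes each TAPE may be linked to, the deposited correlations were summarised. In the authors' deposited table, 20613 of 388605 pairs (5.3%) had a global r above 0.5, and 10403 (2.68%) had one under -0.5, with a mean r of 0.0182 and a median of 0.0014. Pairs above 0.5 in the authors' deposited table covered 9056 TAPEs (32.9%) and 9879 genes. Within single regions, where r rests on 6 or 7 libraries, the authors' deposited table puts 16.8% of pairs above 0.5 in cortex, 17.3% in hippocampus and 14.4% in striatum, and 14.3%, 14.3% and 11.5% under -0.5. Above 0.5 in each of the 3 regions were 1272 pairs of the authors' deposited table, where 951 would be if the regions were independent, and 471 of those were also above 0.5 globally. Gene profiles recovered for 378463 pairs let each library be left out: of 20171 pairs above 0.5 among them, 48.4% stayed above 0.5 without each library. Spearman's rho was above 0.5 for 18319 pairs, 13914 of which also had a Pearson r above 0.5.

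Correlation was then set against distance. The mean global r was 0.0587 for pairs under 100 kb apart and 0.0084 for pairs 900 kb to 1 Mb apart, a difference of 0.0503 (permutation p = 0.0001, the smallest that 10000 permutations can give). For TAPEs with a mean CPKM of at least 0.05 the means were 0.1061 and 0.0133. With correlations of cortex libraries alone the difference was 0.0058 and did not pass (permutation p = 0.3822). Genes drawn from other chromosomes gave 4.5% of pairs above 0.5 (4.38 to 4.66% over 100 draws), against 5.33% on the same chromosome and 7.67% under 100 kb. For TAPEs with a mean CPKM of at least 0.05 they gave 10.9% (9.94 to 11.6%), against 11.3% for all pairs on the same chromosome, which lies within the draws, and 15.9% under 100 kb, where the draws gave 10.7% (8.73 to 12.6%). Pairs under -0.5 were fewer than in any draw, at 2.7% against 2.91% (2.83 to 3.01%) for all TAPEs and 7.37% against 9.26% (8.44 to 9.82%) for TAPEs with a mean CPKM of at least 0.05.

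**Figure D4:**
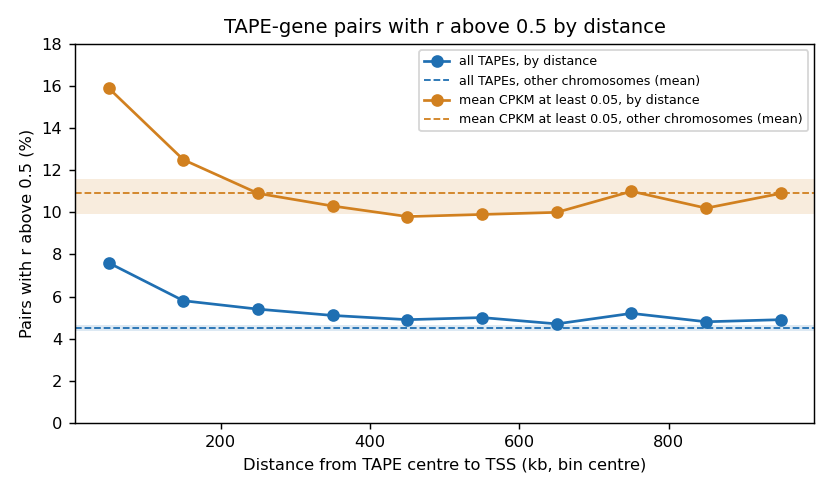
Percent of TAPE-gene pairs with a global r above 0.5 (y axis) in bins of 100 kb (x axis, distance from TAPE centre to start site in kb), for all TAPEs and for those with a mean CPKM of at least 0.05. Dashed lines are the means of 100 draws of genes from other chromosomes, and shaded bands are the lowest to highest draw. The share falls from 7.6 to 4.9% for all TAPEs and from 15.9 to 10.9% for the more highly expressed ones.

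The nearest gene was also the best-correlated gene for 16.3% of the 26026 TAPEs with at least 2 genes, where shuffling r among the genes of each TAPE gave 13.1% on average (permutation p = 0.0001, the smallest possible). Counting the 1512 TAPEs with a single gene as well, the share was 20.9% of 27538, and the chance share 17.9%. With the striatum correlations the share was 13.8% (permutation p = 0.0527). The mean of the highest r was 0.374 where the nearest gene was the best, 0.353 where the second nearest was, 0.407 at rank 5, 0.46 at rank 10 and 0.507 at rank 20, a rise that no test was applied to. Among TAPEs with a mean CPKM of at least 0.05 it fell from 0.606 at rank 1 to 0.501 at rank 2, and was 0.503 at rank 3, 0.551 at rank 5, 0.592 at rank 10 and 0.605 at rank 20 (17 TAPEs), no higher than at rank 1.

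Gene changes were read from the recovered profiles, in a test added after the data were examined. Of 16576 genes, 3082 had an adjusted p under 0.05 in the exact stratified permutation test of KCl against vehicle, 864 higher and 2218 lower, and 4950 had an unadjusted p under 0.05. Values of KCl and vehicle libraries did not overlap for 18.1% of genes in cortex (chance 10.0%), 24.0% in hippocampus (chance 10.0%) and 25.9% in striatum (chance 5.7%). Of the 8 example genes 7 passed and were higher in every KCl library than in every vehicle library of each region, while Prox1 did not pass over all genes (exact permutation test, adjusted p = 0.15). All 8 passed when adjusted over the list alone. Of 30 responses of TAPEs to KCl in a region, the best-correlated gene changed in the same direction in 27 (90.0%, exact binomial p = 8.4e-06), against 47.0% for the other genes of the same TAPEs. Both quantities come from the same libraries. The cases are not independent, since 3 TAPEs count in 2 regions and neighbouring TAPEs share genes. The exact binomial p-values given here treat them as independent and are descriptive only. With the correlation taken from another region than the one tested, the share was 75.0% (exact binomial p = 0.013) or 73.3% (0.016), depending on which region was used, and with the nearest gene it was 75.9% (0.0081).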

Values the study reported

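The study reported 28,492 TAPEs, and 388 605 potential pairs with genes once those without a correlation had been removed. It reported that 20.9% of TAPEs correlated most strongly with the closest gene. With DESeq2 it found 2467 TAPEs that might differ between regions, of which clustering kept 390 as cortical, 776 as hippocampal and 898 as striatal. It reported 96 TAPEs altered by KCl in one or more culture systems, with 20 counted for cortex, 22 for hippocampus and 66 for striatum.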

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

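The tests of library scaling and of low read numbers in this part were chosen only after their results were seen.

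At the TAPE on chromosome 4 (77413446 to 77416130) the KCl effect differed between regions by the interaction test (limma adjusted p = 1.35e-05): the log2 change was 2.22 in cortex and 1.95 in hippocampus, with 3 of 3 KCl libraries above every vehicle library in both, and -0.14 in striatum. Of the 19 fits that each left out 1 library, 0 lost the call, which argues against a single library (limma adjusted p from 7.9e-06 to 0.00019). Centring each library on its median left the limma adjusted p at 1.2e-05, and over the 8 alternatives of processing it ran from 2.3e-10 to 0.0021, which argues against the scaling of the libraries. When treatment labels were permuted within regions, 9 of 100 arrangements, the real one included, gave at least 1 such TAPE among 1870. Those arrangements do not keep a KCl response shared by the regions and can turn it into a difference. They therefore do not settle how often chance alone gives such a TAPE. Whether those reads are shared with other copies of the sequence was not tested, nor was an unannotated transcript. The TAPE may respond to depolarization in cortex and hippocampus cultures and not in striatum cultures, which remains a hypothesis from the same data. None of its 22 paired genes reached a global r above 0.5, so the global correlations name no partner for it. A response missing in striatum can itself lower a global r. Correlations within regions were examined for Repin1 alone, so a partner is not excluded.

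In striatum vehicle, the only group with 4 libraries and so the only one tested for a far sample, 6 of 33 values had 1 library farther from the rest than Dixon's 95% limit on the gap as a share of the group's range, where chance gives 1.6. Striatum vehicle replicate 4 had 49.6 M reads against 56.8 to 58.0 M in the others (0.857 of the range), and a read in 36.2% of TAPEs against 39.2 to 39.5% (0.909 of the range). Thinning the other 3 libraries to its depth gave 36.5% on average, from 36.2 to 36.6%, so the lower share is in line with library depth alone. No biological explanation was tested for its depth.

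The other 4 of these values were CPKM of single TAPEs in striatum vehicle libraries. At the chromosome 5 TAPE starting at 72419385, replicate 4 was at 0.0 and the others at 0.0182 to 0.0185 CPKM, a gap of 0.98 of the range. At the chromosome 6 TAPEs starting at 42459222 and 42303680 and the chromosome 13 TAPE starting at 108376448, 1 library held reads (0.0204, 0.0199 and 0.0235 CPKM, in replicates 4, 2 and 8) and the others were at 0.0, a gap of 1.0 of the range in each. The highest number of reads in any of these libraries was 2, as the mates of a single fragment would give, which is consistent with counting noise from few reads. No biological explanation was tested for them.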

How the results depend on the processing

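The higher correlation of near pairs, the shared direction of TAPEs and linked genes (73.3 to 90.0%), the closeness of cortex vehicle replicate 3 to the cortex libraries and the lower share of reads in TAPEs after KCl kept their direction under each alternative tried for them. Results that changed follow, and the cause was not tested unless one is given. Leaving out the filter on low TAPEs, which adds mostly TAPEs of a few reads, changed most counts. KCl-responsive TAPEs were 0 in cortex (925 at an unadjusted p under 0.05), 0 in hippocampus (946) and 2 in striatum. It also gave 2 TAPEs in the interaction test, 2026 region-dependent TAPEs and 1616 selective ones (298 cortex, 542 hippocampus, 776 striatum). The larger correction for multiple tests alone does not account for the loss in cortex. With the filter, the chromosome 4 TAPE starting at 77413446 had an unadjusted limma p of 1.53e-09 in cortex, which would pass over 27538 tests. What changed in the fit was not tested. A filter of 0.1 CPKM, which tests fewer TAPEs, gave 9 responsive TAPEs in hippocampus (4 higher, 5 lower), 3 in the interaction test, 482 region-dependent TAPEs and 291 selective ones (54, 70 and 167). In striatum that filter gave 11 higher and 19 lower, where 15 were higher and 8 lower before.

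Median centring gave 10 TAPEs in cortex and 4 in hippocampus (3 higher, 1 lower), and in striatum 19 higher and 4 lower, with quantile normalization at 18 higher and 2 lower. Of the 23 striatum TAPEs 19 remained under centring, 17 under quantile normalization and 0 with no filter. A single fit of all 6 groups gave 12 in cortex (10 higher, 2 lower) and 19 in hippocampus (5 higher, 14 lower). An adjusted p threshold of 0.1 gave 10 in cortex and 40 in striatum (19 higher, 21 lower). eBayes without trend gave 0 in hippocampus (250 at an unadjusted p under 0.05). The interaction test gave 13 TAPEs with a pseudocount of 0.5 and 4 with limma voom. KCl libraries alone gave 598 region-dependent TAPEs and 358 selective ones, 182 of them for striatum, and vehicle libraries alone gave 67 selective for cortex, both with fewer libraries.

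Leaving out 1 library at a time gave 3 to 5 TAPEs in cortex, 0 to 0 in hippocampus (188 to 235 at an unadjusted p under 0.05), 0 to 8 in striatum (0 without striatum KCl replicate 7, with 237 at an unadjusted p under 0.05, and 3 without striatum vehicle replicate 4) and 1 to 2 in the interaction test. Region-dependent TAPEs stayed between 852 and 902, selective ones between 508 and 546, pairs above 0.5 between 20959 and 22179 against 20171 for the same genes, calls adjusted over the list alone between 20 and 24, genes with a KCl response between 2302 and 3186, and the mean log2 ratio of the share of reads in TAPEs between -0.18 and -0.13.

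Same-numbered libraries deviated together with r between -0.042 and 0.015, which gives no sign that replicate numbers pair the libraries. Spread within groups was close to counting noise, so this check cannot rule out a pairing. With the replicate number as a block, cortex gave 3 TAPEs and hippocampus 0 (215 at an unadjusted p under 0.05), the cortex against hippocampus contrast 298 against 282 without the block in the same libraries (278 in the fit of all regions; the fit without the block was chosen after seeing the data), and genes 2674.

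Pairs above 0.5 fell to 1272 when each region had to pass, 4146 for TAPEs with a mean CPKM of at least 0.05 and 3820 at a threshold of 0.7. The distance difference with cortex correlations was 0.0058 (permutation p = 0.3822), and the nearest-gene share with striatum correlations 13.8% (permutation p = 0.0527). Pearson r of log2 values, and the planned settings for a gene test in each region, were not run because recovered profiles have no scale.

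Among single TAPEs, 4 small changes reversed. The chromosome 6 TAPE starting at 109280836 in cortex ran from -0.47 to 0.13 on the log2 scale without 1 library (0.13 without cortex KCl replicate 3). The chromosome 13 TAPE starting at 108376448 in hippocampus ran from -0.08 to 0.13 (-0.08 without vehicle replicate 2, -0.02 without KCl replicate 1). The chromosome 12 TAPE starting at 50933824 was 0.03 under centring in hippocampus, and -0.27 to 0.1 without 1 library (0.1 without vehicle replicate 2). In striatum it was 0.12 under centring and 0.14 under quantile normalization, and -0.16 to 0.1 without 1 library (0.02, 0.1, 0.04 and 0.05 without vehicle replicate 2, vehicle replicate 8, KCl replicate 5 and KCl replicate 7). Of 684 values of single TAPEs, 625 kept their direction and side of the threshold, 28, from 8 results, lost the call, 20, from 7 results, gained it, and the rest are the reversals above. In simulated data of this depth and number of libraries, 2-fold KCl changes of single TAPEs were mostly missed, and depth was not varied apart from the number of libraries.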

Other observations

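Tests chosen only after their result was seen in this part were the counts of other splits for TAPEs, the draws of genes from other chromosomes, the leaving out of each library for pairs above 0.5, the test of TAPEs with a single gene, the mate test, the test of the tissue label, and the depth test of the share of reads in TAPEs, which replaced an earlier version that could not move the result.

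Other splits of the libraries were fitted to see how often chance gives as many calls. In cortex and in hippocampus 1 of the 10 splits, the real one, gave as many KCl-responsive TAPEs, which such small groups cannot improve on. In striatum 1 of 35 did. For region-dependent TAPEs 1 of 100 did, and the most in a permuted split was 62. For genes with a KCl response 1 of 100 did, and the most in another split was 0. For TAPEs whose KCl effect differed between regions 9 of 100 did, so that count is not beyond chance.

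The share of library reads in TAPEs was lower after KCl, with a mean log2 ratio of -0.16. Library depth as the cause would need the log2 share to rise by 1.8 per unit of log2 depth, and the slope within groups was 0.0 (SE 0.15). Without the 100 TAPEs with most reads the ratio of KCl to vehicle was still 0.897, which argues against a few TAPEs taking most of the reads. TAPEs with few reads and TAPEs with many fell alike (-0.18 and -0.16, difference exact permutation p = 0.27), as a single scale factor for every TAPE could give, for example more reads elsewhere in KCl libraries. A general fall of intergenic transcription after depolarization would look the same here, and the reads outside TAPEs were not analysed here. With each library centred on its median, 4 TAPEs in place of 8 were called lower in striatum.

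Deposited correlations were set against those with distant genes. Genes on other chromosomes gave 4.5% of pairs above 0.5 against 5.33% on the same chromosome. For TAPEs with a mean CPKM of at least 0.05 they gave 10.9% against 11.3%, so chance covariation with any gene could account for that share. It does not give the shares under -0.5, which were below every draw: 2.7% against 2.91% for all TAPEs, and 7.37% against 9.26% for TAPEs with a mean CPKM of at least 0.05. Under 100 kb they gave 10.7% against 15.9%, an excess that such covariation does not give. Once the 6 group means were removed, pairs above 0.5 under 100 kb kept a median r of 0.208, no more than the 0.276 of such pairs on other chromosomes (0.248 to 0.302), so differences between the groups may carry most of their correlation. A single library as the cause was tested by leaving out each library: 51.6% of pairs above 0.5 fell to 0.5 or under without at least 1 of the libraries (36.9% without the library highest in the TAPE). Pairs just above 0.5 can fall without any cause in 1 library, so this stays open for those pairs. For TAPEs with a mean CPKM of at least 0.05 the share was 30%, which argues against a single library for most of their pairs.

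The share of TAPEs whose nearest gene correlates best was 16.3% without TAPEs that have a single gene, still above the 13.1% of shuffled correlations, so such TAPEs do not account for all of it. The mean of the highest r was higher at rank 20 than at rank 1 over all TAPEs (0.507 and 0.374) but not for those with a mean CPKM of at least 0.05 (0.605 and 0.606), and a TAPE can only have its best gene at rank 20 if it has at least 20 genes to choose from. No test separated that effect from distance.

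TAPEs higher after KCl lay near induced genes. Of 19 such TAPEs, 7 were within 50 kb past the 3-prime end of a gene that rose (Fisher's exact p = 8.9e-05 against other tested TAPEs) and 5 within 50 kb before the 5-prime end of one (p = 0.0018), 10 in all (52.6%) against 10.3% of other TAPEs. Reads running on past the end of an induced gene could raise those 7 but not those that lie only upstream. For the 7, such reads and a response of the TAPE itself cannot be told apart, because strand was not kept in these values and gene induction and position go together.

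Most recovered read numbers were even: values of 2 reads were 3.8 times as frequent as values of 1 read, and 26.2% of values above 0 were odd. This is consistent with both mates of a fragment being counted. The number of independent fragments is then closer to the count of pairs than to the count of reads.

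Cortex vehicle replicate 3, labelled striatal by tissue, correlated at 0.384 with striatum and 0.875 with cortex, which argues against a striatal sample in the cortex group. An error in the tissue label is a candidate explanation.

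KCl responses were called at 27 TAPEs here, with 6 in cortex, 1 in hippocampus and 23 in striatum. Each is lower than the value quoted from the study above. Region dependence was called at 912 TAPEs, and selectivity at 106 for cortex, 126 for hippocampus and 313 for striatum. Each is lower than the value quoted from the study above. With no filter on low TAPEs, 2026 were region-dependent, and 298, 542 and 776 selective for cortex, hippocampus and striatum. These are closer to the values quoted above. KCl responses in that setting were called at 0 TAPEs in cortex, 0 in hippocampus and 2 in striatum, which are farther from them.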
